A study of Mus musculus with 12 samples.

How the data were processed

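RNA was sequenced from 12 mouse libraries, labelled as pools of embryos collected at embryonic day 9.5. Per the labels, total RNA was extracted, polyadenylated RNA was made into libraries with a strand-specific kit, and the libraries belong to 4 groups of 3: wild type, Lyl1 knockout (KO), Scl KO and double KO. Group and replicate number were taken from the labels. Nothing in the labels says that the replicates are separate litters, so p-values measure the spread between these samples.

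The authors deposited 1 table of raw read counts per gene, with 49671 genes and 1 column per library. Per the submitters' processing notes, reads were aligned to the mouse genome build GRCm38 with STAR 2.5.2b and counted with featureCounts from Subread 1.5.2, and limma was used. Per the file headers, the counting was for the reverse strand, used Ensembl release 87 gene models, and did not switch on the counting of reads that map to several places. Reads shared by near-identical genes, such as the alpha-globin copies or the granzymes, can therefore be lost or divided unevenly. Read length, trimming and alignment settings are not given in the sources used here. The counting matches a strand-specific kit of this kind. Gene symbols were matched by Ensembl identifier for 49326 genes and not for 345, and 132 genes shared a symbol with another gene. Of all genes, 26757 had a count in any library. Total counts per library lay between 24324685 and 29212443, and 3 counts, the limit that a count of 0 allows, corresponded to between 0.0936 and 0.131 CPM (counts scaled to a common library total). Such limits cover counting error only, since reads without molecular identifiers are not independent molecules.

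Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with edgeR's default filter by group (minimum count 10, minimum total 15), which left 15399 genes. Libraries were scaled with TMM factors, and CPM values below are TMM-normalised. Groups were compared with edgeR's quasi-likelihood F-test with robust estimation in 1 fit of all 12 libraries with group as the only term. Genes with a Benjamini-Hochberg adjusted p under 0.05 within a comparison are called, and adjusted p-values are from this test unless another is named. The comparisons were each KO against wild type, the double KO against each single KO, and the interaction, which is the effect of Lyl1 loss without Scl minus its effect with Scl. Fold changes are log2 values ± standard error (SE), and group levels are mean CPM ± standard deviation (SD), with n = 3 per group. The common biological coefficient of variation was 0.234.

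In data simulated from these libraries with 200 genes changed, the test for Lyl1 KO against wild type (15125 genes) recovered 10% of 50 genes changed by 1.5-fold, 62% at 2-fold, 88% at 4-fold and 96% at 8-fold, and 4 of 132 calls were false. For the double KO against Scl KO (15146 genes) the shares were 6%, 48%, 92% and 98%, and 4 of 126 calls were false.

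Before the data were examined, 31 gene lists of blood and vessel cell types, embryonic and maternal tissues and stress and metabolic programmes were fixed, together with the groups, the tests, the alternatives and the rule for named genes. The list of sex-linked genes was used for levels only, and the other 30 were tested for called members. Of these, 29 could be tested as a set with limma 3.58.1's camera. The preset inter-gene correlation was 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. Called members were counted among all genes tested and adjusted over the list alone. The rule named the targeted genes, the 8 called genes with the largest rise and the 8 with the largest fall per comparison (mean of at least 1 CPM, no predicted genes or pseudogenes, no overlap between the groups), up to 4 called members per list with the smallest adjusted p, and 12 blood and vessel genes fixed by name. Some genes that this rule names are not reported here. Called genes within 10 Mb of Lyl1 or Tal1 were compared with all others by Fisher's exact test. The alternatives were DESeq2 size factors, removal of globin genes, other filters on low counts, DESeq2 1.42.0's Wald test, limma-voom, limma's fry and an estimated inter-gene correlation for the lists, the replicate number as a block, each replicate left out, and only the 6 libraries compared. Settings added after the data were seen are named in the closing section. Unless stated, the calls of genes named below were kept when any 1 library of the comparison was left out.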

Results

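Gene expression was measured by RNA sequencing in 12 libraries of mouse RNA, labelled as pools of embryos at embryonic day 9.5. The libraries formed 4 groups of 3: wild type, Lyl1 knockout (KO), Scl KO and a double KO of both genes. Lyl1 and Scl, whose gene symbol is Tal1, encode related basic helix-loop-helix transcription factors of blood and vessel cells. The series concerns the role of Lyl1 in the formation of primitive red blood cells. Total counts lay between 24324685 (double KO 2) and 29212443 (Lyl1 KO 2). A count of 0 in 1 library leaves levels of up to 0.0936 to 0.131 CPM open.

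Both targeted genes were lower in the groups named for them. Tal1 (ENSMUSG00000028717, chromosome 4, 115056426 to 115071755, GRCm38) was at 572 ± 65.5 CPM in wild type and 579 ± 39 CPM in Lyl1 KO (mean ± SD, n = 3). It was at 109 ± 13.9 CPM in Scl KO and 92.8 ± 13 CPM in the double KO, which is 19.2% and 16.2% of wild type. Lyl1 (ENSMUSG00000034041, chromosome 8, 84701457 to 84704715) was at 181 ± 28.5 CPM in wild type and 175 ± 50 CPM in Scl KO. In Lyl1 KO it was at 87.7 ± 2.46 CPM and in the double KO at 84.1 ± 25.8 CPM, so that 48.5% and 46.5% of the wild-type level remained. Lyl1 lay at 90.4, 87.4 and 85.5 CPM in the Lyl1 KO libraries and at 203, 192 and 149 CPM in wild type. Tal1 fell by 2.38 ± 0.15 on the log2 scale in Scl KO against wild type (adjusted p = 3.45e-06). The log2 change of Lyl1 in Lyl1 KO against wild type was -1.04 ± 0.24 and was not called (adjusted p = 0.286). It was called by DESeq2's Wald test (adjusted p = 0.0101) and in the 6 libraries alone (0.0182), and its adjusted p ranged up to 0.946 over 17 alternatives. In the double KO against Scl KO, Lyl1 fell by 1.06 ± 0.24 (adjusted p = 0.0097; 0.0545 in the 6 libraries alone). Counts per gene do not show which exons the remaining Lyl1 reads came from.

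**Figure D1:**
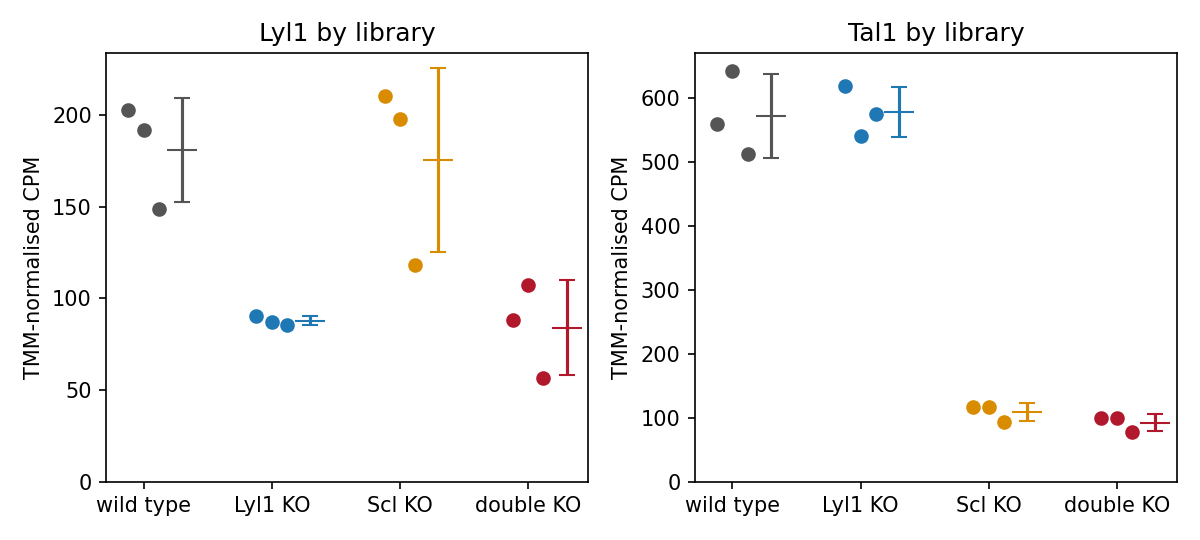
Lyl1 (left) and Tal1 (right) in TMM-normalised CPM for each of the 12 libraries (points), with the mean and SD of each group of 3 (bar beside the points). Lyl1 in the Lyl1 KO libraries was at 48.5% of the wild-type mean, and Tal1 in the Scl KO libraries at 19.2%.

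Transcripts of megakaryocytes and platelets were among the most abundant in these libraries. Ppbp (14700 CPM over the 12 libraries) encodes a platelet chemokine, Itgb3 (12130 CPM) and Itga2b (6465 CPM) the platelet fibrinogen receptor, and Vwf (5283 CPM) the von Willebrand factor. Thbs1, the thrombospondin of platelet granules, is outside the list and was chosen after its values were seen. It had the most counts in each wild-type and Lyl1 KO library, Ppbp in each Scl KO and Itgb3 in each double KO library. The 20 members of the megakaryocyte and platelet list summed to between 2.83% and 7.46% of counts per library. Macrophage and myeloid genes summed to 8797 ± 2169 CPM in wild type, and Lyz2, the lysozyme of macrophages, was at 3620 CPM over all libraries. The embryonic globins Hbb-y, Hbb-bh1, Hbb-bh0 and Hba-x together reached 46.2 ± 14.4 CPM in wild type, and the adult globins 457 ± 57.3 CPM. Klf1, a factor of red cell maturation, and Alas2, the heme synthesis enzyme of red cells, had 6 and 5 counts in the 3 wild-type libraries together. Both were too low to test, as was Hba-x with 2 counts. Of 121 members of the 6 embryo tissue lists (heart muscle, neural progenitors, neurons, tail bud, posterior Hox genes and early skeletal muscle), 29 reached 1 CPM in any library. Xist, expressed from the inactive X chromosome of females, was at 356 CPM or more in 9 libraries, which had at most 0.214 CPM of Y-linked transcripts. The other 3 libraries (Lyl1 KO 3, double KO 1 and double KO 2) had 189 to 265 CPM of Y-linked transcripts and at most 1.79 CPM of Xist.

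**Figure D2:**
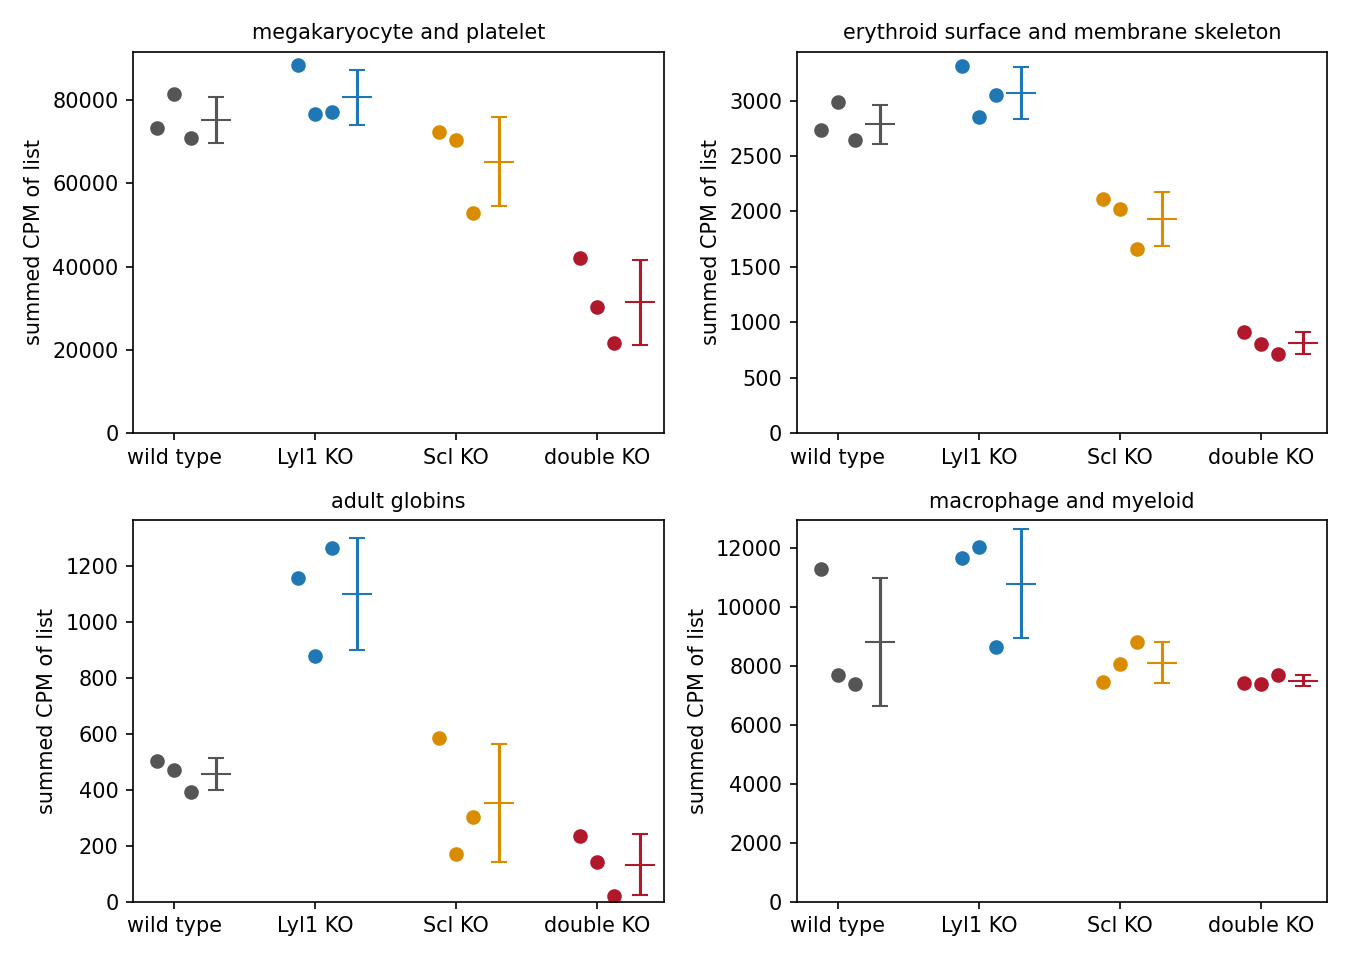
Summed TMM-normalised CPM of the members of 4 gene lists in each library (points), with the mean and SD of each group of 3 (bar beside the points), and a separate linear axis from 0 for each list. The megakaryocyte and platelet sum was 75150 ± 5494 CPM in wild type and 31380 ± 10210 CPM in the double KO, and the erythroid surface and membrane skeleton sum 2786 ± 176 and 810 ± 98.2 CPM.

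In a principal component analysis of log2 CPM, the first component (44.8% of variance) ran from wild type and Lyl1 KO through Scl KO to the double KO. The second (13.2%) did not follow the groups. Replicates 1 and 2 of wild type, Scl KO and double KO had positive scores on it, whereas replicate 3 of these groups and the 3 Lyl1 KO libraries had negative ones. Cdh5, the cadherin of endothelial cell junctions, was chosen after its values were seen. It was at 14.3 and 19.7 CPM in wild type 1 and 2, at 1.46 CPM in wild type 3, and at 0.486, 2.83 and 1.74 CPM in the Lyl1 KO libraries.

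**Figure D3:**
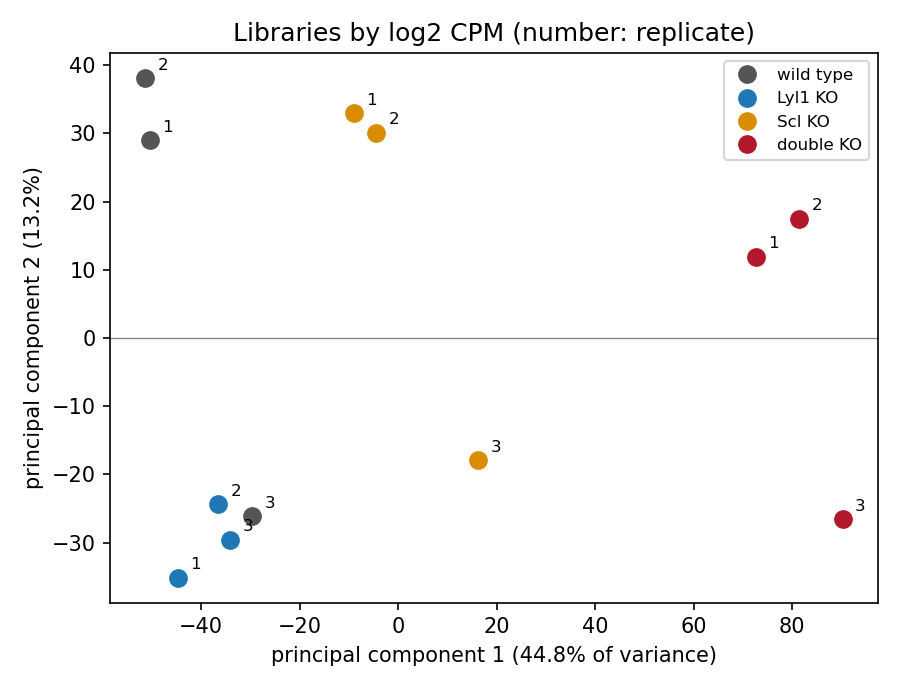
Scores of the 12 libraries (points, numbered by replicate and coloured by group) on principal components 1 and 2 of log2 CPM, which hold 44.8% and 13.2% of the variance. Replicates 1 and 2 of wild type, Scl KO and double KO lie above 0 on component 2, and the other 6 libraries lie at or under -17.9.

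Lyl1 KO against wild type compares libraries labelled as Lyl1 knockout with wild type, with Scl in place. Lyl1 RNA remained at 48.5% of wild type and its fall was not called. Loss of Lyl1, here and below, therefore refers to the label. Few genes were called, and 9 of the 11 lie beside Lyl1 itself. Phkb, a phosphorylase kinase subunit, rose by 1.37 ± 0.14 on the log2 scale (58.8 to 152 CPM, adjusted p = 0.00172). Prdx2, a peroxiredoxin abundant in red cells, rose by 1.26 ± 0.08 (65.8 ± 1.96 to 158 ± 2.2 CPM, adjusted p = 2.66e-05). Adgrl1 and Adgre5, both adhesion receptors, fell by 2.61 ± 0.22 and 1.55 ± 0.14 (adjusted p = 0.000302 and 0.000574). Cacna1a, a calcium channel subunit, went from 0.466 to 7.53 CPM (adjusted p = 0.0177), and Gipc1 rose by 0.78. Rnf150 (-1.11) and Mri1 (-0.89) fell, as did Mast1, which went from 1.11 ± 0.13 CPM to 1 count in 3 libraries. The other 2 calls lie elsewhere: Fbxo31, 36.85 Mb from Lyl1 on chromosome 8, rose by 0.91, and Tdpx-ps1, on chromosome 1, rose by 2.96. Tdpx-ps1 is a pseudogene outside the naming rule, named after its values were seen, and Tdpx is an older name of thioredoxin peroxidases such as Prdx2, so the split of reads between such copies is uncertain.

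Of 15399 genes, edgeR's quasi-likelihood test called 11 in this comparison, 6 up and 5 down, and 1230 had an unadjusted p under 0.05. Within 10 Mb of Lyl1, 9 of 146 tested genes were called (6.2%), against 2 of 15252 elsewhere (0.013%). The odds ratio was 499 (Fisher's exact test, two-sided, p = 2.61e-17, adjusted over 10 such tests 2.61e-16), and in the other 9 tests around Lyl1 and Tal1 the adjusted p was at least 0.456. The 9 genes lay within 1.84 Mb of Lyl1, and 8 had the same sign in the double KO against Scl KO, where 7 of them were called. Prdx2 was the exception, with a log2 change of -0.57 there (adjusted p = 0.00067). The number of called genes was 7 without wild type 1, 6 without wild type 2, 41 without wild type 3, 5 without Lyl1 KO 1 and 6 without Lyl1 KO 2. DESeq2's Wald test called 103, of which 17 lay within 10 Mb of Lyl1. In the 6 libraries alone 29 were called, 9 of them there, and 9 of the 41 called without wild type 3 lay there. Gipc1, Fbxo31 and Mast1 lost their calls when any 1 of the 6 libraries other than wild type 3 was left out (adjusted p from 0.0646 to 0.266). Cacna1a lost its call without wild type 1 (0.179), wild type 2 (0.223), Lyl1 KO 1 (0.0948) or Lyl1 KO 2 (0.0988). So did Rnf150 without wild type 2 (0.0686), Lyl1 KO 1 (0.0856) or Lyl1 KO 2 (0.0646), and Mri1 without Lyl1 KO 1 (0.0655). Cacna1a in Lyl1 KO against wild type was not called by limma-voom (adjusted p = 0.0882), nor were Fbxo31 and Mast1.

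**Figure D4:**
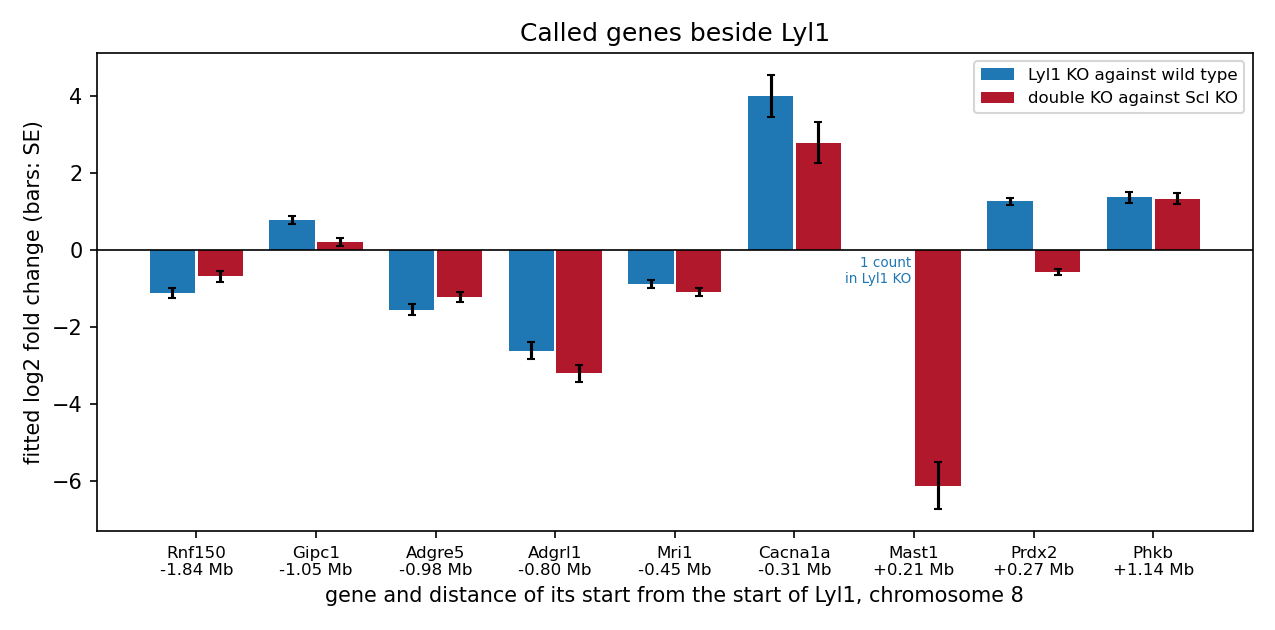
Fitted log2 fold changes (bars, with SE) of the 9 called genes within 10 Mb of Lyl1, ordered by position on chromosome 8, in Lyl1 KO against wild type and in the double KO against Scl KO. Mast1 had 1 count in the Lyl1 KO libraries and no fold change is drawn there, and Prdx2 is the gene whose changes differ in sign (1.26 and -0.57).

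Of the red cell lists, 3 of 5 were called as higher in the Lyl1 KO libraries by camera, but not with an estimated correlation. Adult globins summed to 1101 ± 200 CPM against 457 ± 57.3 CPM in wild type (camera adjusted p = 0.00206, adjusted p = 0.494 with an estimated correlation), and embryonic globins to 199 ± 28.5 against 46.2 ± 14.4 CPM (0.0255, adjusted p = 0.494 with an estimated correlation). The erythroid surface and membrane skeleton list summed to 3070 ± 232 against 2786 ± 176 CPM (0.00373, adjusted p = 0.319 with an estimated correlation). The heme synthesis list (0.116) and the erythroid transcription factor list (0.944) were not called. Hbb-y, the embryonic epsilon globin, was at 193 ± 27.9 against 44.2 ± 14.1 CPM, a log2 change of 2.12 ± 0.61 (adjusted p = 0.435; 0.0254 in the 6 libraries alone). Among adult globins, Hbb-bt was at 787, 587 and 1020 CPM in Lyl1 KO against 234, 238 and 215 CPM in wild type. Hba-a1 differed less, at 304, 240 and 201 against 242, 205 and 152 CPM. Hbb-y and Hbb-bt lie in the beta-globin region weighed in the last section. The endothelial (camera adjusted p = 0.000149), venous (0.000457), flow-responsive (0.00206) and cholesterol synthesis (0.00206) lists were called as lower, and the p53 target (0.00122) and immediate early (0.0297) lists as higher. Camera weighs the members of a list alike, and summed levels, which abundant genes dominate, did not all go the same way. The endothelial sum was 1958 ± 130 against 1784 ± 122 CPM in wild type and the venous sum 166 ± 25.6 against 159 ± 58 CPM, whereas the flow-responsive sum was 63.9 ± 5.09 against 77.2 ± 9.7 CPM. Not 1 of these 9 lists held its call with an estimated correlation: the adjusted p lay from 0.319 to 0.695 with an estimated correlation. Over their 135 members, some in more than 1 list, edgeR called 0 over all genes tested, 36 had an unadjusted p under 0.05, DESeq2's Wald test called 3 and limma-voom 0. In the 6 libraries alone edgeR called 4 globins, Hbb-bs, Hbb-bt, Hbb-bh0 and Hbb-y, all up. When adjusted over the list alone, 2 embryonic globins and 2 erythroid surface genes were up, and 3 endothelial, 3 venous and 1 cholesterol synthesis gene were down. Cdh5, among the endothelial genes, lay within the range of the Lyl1 KO libraries in wild type 3 but not in wild type 1 and 2. Wild type 3 shares their side of the second principal component. Whether the calls of these lists depend on that side was not tested.

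Scl KO against wild type shows the loss of Scl with Lyl1 in place. Genes named for the red cell membrane fell, though which cells their transcripts came from was not tested. Tmcc2 went from 112 ± 15.4 to 3.47 ± 0.24 CPM (adjusted p = 2.93e-08). Of the 22 tested members of the erythroid surface and membrane skeleton list, 6 fell and 16 were not called (10 down adjusted over the list alone). Its camera adjusted p was 4.02e-23 (adjusted p = 0.00026 with an estimated correlation). Hba-a1 and Hba-a2, near-identical adult alpha globins whose reads cannot be fully told apart, fell by 2.35 ± 0.34 (200 to 39.3 CPM) and 2.85 ± 0.51. They were 2 of 5 adult globins tested, and 1 was up and 3 were down adjusted over the list alone (camera adjusted p = 0.0105, adjusted p = 0.702 with an estimated correlation). Among factors that bind DNA with Scl or act beside it, Cbfa2t3 went from 162 to 28.6 CPM, Gata2 fell by 1.75 ± 0.26 (79.9 to 23.7 CPM) and Lmo2 rose by 0.86 ± 0.11 (189 to 343 CPM). That list had 2 members up and 2 down of 17, the same counts adjusted over the list alone, and was not called as a set (camera adjusted p = 0.409). Gata1, a main factor of red cells and megakaryocytes, had a log2 change of -0.50 ± 0.25 (adjusted p = 0.33).

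Vessel and stem cell genes were also among those that fell in Scl KO. Pecam1, the platelet and endothelial adhesion molecule, fell by 1.17 ± 0.20 (734 to 326 CPM), and Vegfc, a lymphatic growth factor, fell by 1.73 ± 0.25. Hhex, a homeobox factor of blood and vessel precursors, fell by 2.21 ± 0.20 (46.4 to 10.1 CPM). The endothelial list had 3 members down and 1 up of 26, the same adjusted over the list alone (camera adjusted p = 0.0112, adjusted p = 0.787 with an estimated correlation). Of 20 blood stem and progenitor genes 2 were down and 1 up (4 down and 1 up adjusted over the list alone), with a camera adjusted p of 0.0101 (adjusted p = 0.61 with an estimated correlation). Interferon-induced genes had 1 member down of 16 and 4 adjusted over the list alone (camera adjusted p = 0.00234, adjusted p = 0.702 with an estimated correlation). The megakaryocyte and platelet list was not called (camera adjusted p = 0.159), and Ppbp had a log2 change of -0.09 ± 0.33 (adjusted p = 0.932). The macrophage and myeloid list had a camera adjusted p of 0.0495 (adjusted p = 0.822 with an estimated correlation), and 0.051 with DESeq2 size factors. Of its 25 members edgeR called 0, 5 had an unadjusted p under 0.05, DESeq2's Wald test called 2 and limma-voom 0.

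The largest falls in Scl KO besides Tmcc2 included those of Sardh, a mitochondrial sarcosine dehydrogenase (-4.24 ± 0.35), and Adra2a, an adrenergic receptor of platelets (-3.79 ± 0.26; 29.2 to 2.11 CPM). The largest rises included Calca, the calcitonin gene (8.60 ± 0.83; 22.6 ± 13.6 CPM in Scl KO; adjusted p = 0.000146), which limma-voom did not call (adjusted p = 0.0763). Slc5a5, the sodium iodide symporter, rose by 4.53 ± 0.33 (0.85 to 19.7 CPM), and Fbn2, a fibrillin, by 3.81 ± 0.45. In total 774 genes were called, 353 up and 421 down, of which 169 and 203 changed by more than 2-fold, and 2767 genes had an unadjusted p under 0.05. DESeq2's Wald test called 1329. With the side of the second principal component as a term, a setting chosen after the data were seen, 1631 were called. The number was 435 without wild type 1, 388 without wild type 2, 450 without Scl KO 1, 420 without Scl KO 2 and 512 without Scl KO 3. Sums of other lists moved as well. Of the maternal decidua, tail bud and neural progenitor lists, only 3 of 8, 5 of 18 and 2 of 20 members were tested. Their median members were at 0.0296, 0.0312 and 0.00329 CPM, so the sums, here and below, need not stand for these tissues. From wild type to Scl KO, maternal decidua genes went from 25.6 ± 19.6 to 76.1 ± 14.55 CPM and tail bud genes from 69 ± 18.4 to 145.4 ± 28.1 CPM. The decidua sum was 13 and 15.6 CPM in wild type 1 and 2 and 48.1 CPM in wild type 3. Neural progenitor genes went from 5.48 ± 0.482 to 19.4 ± 6.035 CPM, and neutrophil genes from 546 ± 189 to 385 ± 115 CPM.

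By the labels, the double KO against wild type shows the loss of both factors. Megakaryocyte and platelet genes fell: 17 of the 20 list members were down over all genes tested (18 down and 1 up adjusted over the list alone). Camera gave an adjusted p of 1.11e-08 (adjusted p = 0.603 with an estimated correlation). Tubb1, the platelet beta tubulin, fell by 4.98 ± 0.66 (2029 to 64.3 CPM), and Mpig6b, an inhibitory platelet receptor, fell by 3.11 ± 0.45 (324 to 37.5 CPM). F2rl2, a thrombin receptor, fell by 2.35 ± 0.20 (1775 to 349 CPM), and Gp1bb, part of the von Willebrand factor receptor, fell by 1.77 ± 0.21 (716 to 210 CPM). Nbeal2 and Selp were among the 3 members not called, with log2 changes of 0.44 and 0.20. Genes of the erythroid surface and membrane skeleton list fell as well: 13 of 22 were down (14 adjusted over the list alone). The camera adjusted p was 2.75e-13 (adjusted p = 0.00105 with an estimated correlation). Tmcc2 (-6.66 ± 0.19) and Sptb, the beta spectrin of red cells (-2.81 ± 0.18; 423 to 60.1 CPM), were among them. Klf1 and Alas2 had only 6 and 5 counts in wild type. The transcripts of this list need not come from red cells, and their cell of origin was not tested. Hba-a1 (-8.15 ± 0.47; 200 to 0.70 CPM), Hba-a2 (-6.86 ± 0.71) and Hbq1b (-5.89 ± 0.58) fell, 3 of 5 adult globins and 3 adjusted over the list alone (camera adjusted p = 2.38e-05, adjusted p = 0.384 with an estimated correlation).

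Transcription factors of the same lineages moved in both directions in the double KO. Gata1 fell by 1.85 ± 0.26 (571 to 158 CPM) and Cbfa2t3 fell by 2.30 ± 0.21, whereas Lmo2 rose by 1.35 ± 0.12 (189 to 483 CPM) and Ssbp2 by 1.04 ± 0.12. The list had 5 members up and 5 down of 17, the same adjusted over the list alone, with a camera adjusted p of 0.883. Among blood stem and progenitor genes Spn, the surface protein CD43, rose by 2.07 ± 0.30 (46.6 to 195 CPM), and Hhex (-2.58 ± 0.20), Gata2 (-1.93 ± 0.27) and Adgrg1 (-1.32 ± 0.18; 731 to 293 CPM) fell. There 3 of 20 were up and 8 down, the same adjusted over the list alone (camera adjusted p = 0.277). Runx1, required for definitive blood cells, had a log2 change of 0.31 ± 0.13 (adjusted p = 0.0845). The interferon-induced list had 9 of 16 members down (13 adjusted over the list alone), with a camera adjusted p of 0.00118 (adjusted p = 0.603 with an estimated correlation). Ifit1 (-2.73 ± 0.34; 11.6 to 1.76 CPM), Ifit2 (-2.24) and Isg15 (-2.23) were among them.

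The largest rises in the double KO were of Calca (11.98 ± 0.81; to 235 ± 153 CPM; adjusted p = 1.26e-06), Gzmb (9.95 ± 0.93; 0.245 to 268 ± 238 CPM) and Npy2r, a neuropeptide Y receptor (8.66 ± 0.66; 170 ± 93 CPM in the double KO). Gzmc, a granzyme like Gzmb, went from 0.0423 to 195 ± 113 CPM, and reads shared between granzymes leave both values uncertain. Igsf5, with 0 counts in wild type, was at 19.7 ± 14.8 CPM, at least 489-fold higher against a floor of 3 counts over the group. Besides Hba-a1, the largest falls included those of the imprinted gene Mest (-7.10 ± 0.67; 292 to 2.13 CPM) and the neurofilament gene Nefh (-6.99 ± 0.33; 33.8 to 0.26 CPM). In total 5312 genes were called, 2532 up and 2780 down, of which 958 and 1469 changed by more than 2-fold. Among other lists, the mitochondrially encoded list summed to 12220 ± 1523 CPM against 9310 ± 890 CPM in wild type, and the neutrophil list to 832 ± 360 against 546 ± 189 CPM. The maternal decidua list summed to 117 ± 10.5 CPM in the double KO against 25.6 ± 19.6 CPM in wild type. Wild type 3 was the highest of its group, at 48.1 CPM. From wild type to double KO, neural progenitor genes went from 5.48 ± 0.482 to 46.5 ± 35.5 CPM and cardiac muscle genes from 336 ± 78.9 to 602.5 ± 69.4 CPM. The neural progenitor sum was 25 and 27 CPM in double KO 1 and 2 and 87.5 CPM in double KO 3. Visceral endoderm and liver bud genes went from 37.1 ± 12.1 to 20 ± 3.82 CPM and skeletal muscle genes from 21.4 ± 7.22 to 10.5 ± 2.93 CPM. Only 5 of 25 cardiac muscle, 6 of 24 visceral endoderm and 6 of 18 skeletal muscle genes were tested, so these sums need not stand for tissues either. Double KO 1 and 2 also had the Y-linked transcripts given above.

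By the labels, the double KO against Scl KO shows what the loss of Lyl1 adds where Scl is already lost. Of the 20 megakaryocyte and platelet genes 16 fell (18 down and 1 up adjusted over the list alone), with a camera adjusted p of 3.24e-11 (adjusted p = 0.485 with an estimated correlation). Among them were Mpig6b (-2.83 ± 0.44), F2rl2 (-1.78 ± 0.20), Gp1bb (-1.67 ± 0.21) and Gp5, another platelet glycoprotein (-1.58 ± 0.31; 1157 to 388 CPM). Sptb fell by 2.72 ± 0.18 (395 to 60.1 CPM), and Epor, the erythropoietin receptor, fell by 2.09 ± 0.28 (108 to 25.3 CPM). Their list had 6 members down and 1 up of 22, the same adjusted over the list alone (camera adjusted p = 0.00505, adjusted p = 0.186 with an estimated correlation). Hba-a1 (-5.81 ± 0.44; 39.3 to 0.70 CPM), Hbq1b (-4.33) and Hba-a2 (-4.01) fell, 3 of 5 adult globins and 3 adjusted over the list alone. The camera adjusted p of the adult globins was 1.76e-06 (adjusted p = 0.266 with an estimated correlation).

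Among transcription factors, Nfe2, which acts in platelet formation, fell by 1.65 ± 0.28 (715 to 228 CPM) and Gata1 fell by 1.36 ± 0.25 (404 to 158 CPM). Bcl11a, a repressor of fetal globin genes, rose by 1.53 ± 0.26. That list had 5 members up and 2 down of 17 (6 up and 2 down adjusted over the list alone) and was not called as a set (camera adjusted p = 0.744). Spn (1.94 ± 0.30), Mecom, a stem cell factor (2.36 ± 0.46), and the leukocyte genes Ptprc, which encodes CD45 (1.24 ± 0.21), and Cd33 (1.19 ± 0.21) rose. Of 5 tested cardiac muscle genes 3 were up (4 adjusted over the list alone), including Ryr2, a calcium release channel (3.75 ± 0.72), and Tnni3, a troponin (1.79 ± 0.39). That list had a camera adjusted p of 0.0358 (adjusted p = 0.451 with an estimated correlation). The list was not called with the replicate number as a block. The neutrophil list had 2 of 14 members up (4 adjusted over the list alone), with a camera adjusted p of 0.0125 (adjusted p = 0.972 with an estimated correlation).

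The largest rises against Scl KO were of Gzmb (7.96 ± 0.80), Gzmc (7.29 ± 0.57), Artn, the neurotrophic factor artemin (6.81 ± 0.54; 0.268 to 30.5 CPM; adjusted p = 1.5e-05), and Thy1 (5.89 ± 0.79; 0.93 to 55.4 CPM). Besides the globins, the largest falls included Rgs8, a regulator of G protein signalling (-5.30 ± 0.39; 12.5 to 0.312 CPM), and Acer2, a ceramidase (-5.23 ± 0.44; 35.5 to 0.945 CPM; adjusted p = 2.45e-05). In total 2947 genes were called, 1289 up and 1658 down, of which 540 and 690 changed by more than 2-fold. The number was 1742 in the 6 libraries alone, 1645 without Scl KO 1 and 1692 without Scl KO 2. Mitochondrially encoded transcripts summed to 10630 ± 1565 CPM in Scl KO and 12220 ± 1523 CPM in the double KO, and the 3 Scl KO libraries held Xist whereas double KO 1 and 2 held Y-linked transcripts. The maternal decidua list summed to 76.1 ± 14.55 CPM in Scl KO and 117 ± 10.5 CPM in the double KO.

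By the labels, the double KO against Lyl1 KO shows the loss of Scl where Lyl1 is already lost. Tmcc2 fell by 7.15 ± 0.19 (157 to 1.10 CPM; adjusted p = 1.9e-09), and Sptb fell by 2.91 ± 0.18. Of their list of 22, 13 fell (16 adjusted over the list alone), with a camera adjusted p of 1.12e-15 (adjusted p = 0.000789 with an estimated correlation). Of 5 adult globins 4 fell (4 adjusted over the list alone), Hba-a1 (-8.47 ± 0.48) and Hbq1b (-6.48 ± 0.58) among them (camera adjusted p = 5.08e-07, adjusted p = 0.201 with an estimated correlation). The embryonic globins moved apart: Hbb-bh0 fell by 2.82 ± 0.58 and Hbb-bh1 rose by 2.81 ± 0.62. Hbb-y fell by 1.94 ± 0.61 (adjusted p = 0.0269), but its adjusted p was 0.0587 without Lyl1 KO 1, 0.0683 without Lyl1 KO 3 and up to 0.116 over all alternatives. The counts of that list were the same adjusted over the list alone, and its camera adjusted p was 0.707. The megakaryocyte and platelet list had 17 members down and 1 up of 20, the same adjusted over the list alone (camera adjusted p = 9.82e-10, adjusted p = 0.522 with an estimated correlation). Tubb1 (-4.95 ± 0.66), F2rl2 (-2.55 ± 0.20), Gp1bb (-2.11 ± 0.21) and Pf4, platelet factor 4 (-1.17 ± 0.15; 4962 to 2201 CPM), fell. Interferon-induced genes had 8 of 16 members down, also 8 adjusted over the list alone (camera adjusted p = 0.00302, adjusted p = 0.522 with an estimated correlation).

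Outside the blood lists, Car8, a carbonic anhydrase relative, rose by 8.64 ± 0.60 in the double KO against Lyl1 KO (to 39.1 CPM; adjusted p = 1.23e-06) and Calca by 10.60 ± 0.73. Nefh fell by 7.42 ± 0.34 (45.4 to 0.26 CPM). Gata1 fell by 1.97 ± 0.26 and Cbfa2t3 fell by 2.49 ± 0.21, while Lmo2 rose by 1.41 ± 0.12. In total 5422 genes were called, 2672 up and 2750 down, of which 1088 and 1275 changed by more than 2-fold. Mitochondrially encoded transcripts summed to 9530 ± 873 CPM in Lyl1 KO and 12220 ± 1523 CPM in the double KO, the neutrophil list to 525 ± 182 and 832 ± 360 CPM and the decidua list to 43.8 ± 11.6 and 117 ± 10.5 CPM. Of the 3 libraries of each group, 1 of Lyl1 KO and 2 of the double KO held Y-linked transcripts.

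The loss of Scl was also compared with and without Lyl1. Across the 15399 genes, the log2 changes of Scl KO against wild type and of the double KO against Lyl1 KO, which share no library, had a Pearson r of 0.509. Of the 774 and 5422 genes called, 675 were called in both, 665 of them with the same sign, where 272.5 would be called in both if the calls were independent. For the loss of Lyl1 with and without Scl, r was 0.259 and Spearman's rho 0.038. Of 11 and 2947 called genes 10 were called in both, 9 with the same sign, where independence gives 2.1. These values are across genes, which are not independent replicates.

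The interaction, a direct test of whether the effect of losing 1 gene depends on the other, was called for 1444 genes, 541 up and 903 down. Adult globins had 3 of 5 members down (5 adjusted over the list alone), with a camera adjusted p of 1.25e-10 (adjusted p = 0.0797 with an estimated correlation). Erythroid surface and membrane skeleton genes had 7 of 22 down (8 adjusted over the list alone; camera adjusted p = 4.53e-05, adjusted p = 0.0458 with an estimated correlation). Megakaryocyte and platelet genes had 9 of 20 down (16 adjusted over the list alone; camera adjusted p = 1.69e-11, adjusted p = 0.499 with an estimated correlation). A negative value means that Lyl1 loss lowered a gene more, or raised it less, without Scl than with it. Sptb, Hba-a1 and F2rl2 had values of -2.81 ± 0.25, -6.12 ± 0.55 and -1.98 ± 0.28 (adjusted p = 0.000135, 0.000135 and 0.00184). The number of called genes was 2262 with DESeq2's Wald test. It was 3199 with the side of the second principal component as a term, a setting chosen after the data were seen. It was 671 without Lyl1 KO 1, 936 without Lyl1 KO 2, 911 without Lyl1 KO 3, 684 without Scl KO 1, 740 without Scl KO 2 and 888 without double KO 2.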

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

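The tests of the explanations weighed in this part and the regrouping of libraries were chosen after the results they test had been seen. The test of the difference was planned. So were its alternatives, except the settings that the next section names as chosen after the data were seen.

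The test of whether the effect of Lyl1 loss differs with and without Scl called 1444 genes, and a difference between these groups is why every result of this part is listed. Among 100 splits of the 12 libraries into 4 groups of 3, drawn with the real one included, 3 called as many genes, a share under 0.05. The highest of the other splits called 2537 genes and a further one 1630. Both of these kept the 3 double KO libraries together, which points to a structure of the samples in which the double KO stands apart. The share goes against a random grouping of the libraries as a whole. That structure was read from these splits and was not tested itself. The share therefore does not exclude chance for the structure or for the difference in Lyl1 loss. For each of the other 5 comparisons 10 splits are too few for a share under 0.05: 1 split, the real one, called as many genes in each. The real counts were 11, 774, 5312, 2947 and 5422 (Lyl1 KO, Scl KO and double KO against wild type, then double KO against Scl KO and against Lyl1 KO), and the highest other counts were 1, 1, 0, 1 and 5.

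The lists called in this test were adult globins, with a median log2 difference of -4.92 over 5 genes (camera adjusted p = 1.25e-10, adjusted p = 0.0797 with an estimated correlation), and megakaryocyte and platelet genes, with -1.13 over 20 (1.69e-11, adjusted p = 0.499 with an estimated correlation). Erythroid surface and membrane skeleton genes had a median of -0.58 over 22 (4.53e-05, adjusted p = 0.0458 with an estimated correlation). Lists with positive medians were cardiac muscle, at 1.97 over 5 (0.0201, adjusted p = 0.446 with an estimated correlation; 2 up, and 3 adjusted over the list alone), and flow-responsive endothelial genes, at 0.77 over 12 (0.0369, adjusted p = 0.499 with an estimated correlation; 1 up, also adjusted over the list alone). The neutrophil list stood at 1.09 over 14 (0.00315, adjusted p = 0.891 with an estimated correlation), where edgeR called 0 members, 5 had an unadjusted p under 0.05, DESeq2's Wald test called 2 and limma-voom 0.

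Members of the red cell lists with a negative difference included the globins Hba-a1 (-6.12), Hba-a2 (-4.94) and Hbq1b (-4.92). Others were the membrane genes Sptb (-2.81), Tmcc2 (-2.14) and Epb41 (-1.26), and the receptor gene Epor (-2.16). Megakaryocyte genes were Mpig6b (-2.65), Gp1bb (-2.01), F2rl2 (-1.98) and Pf4 (-0.94), and transcription factor genes were Nfe2 (-1.68), Gata1 (-1.47), Ikzf1 (1.73) and Bcl11a (1.53). Interferon-induced genes were Ifit1 (-3.41), Isg15 (-2.38) and Ifit2 (-1.22), and other genes with a negative difference were Nefh (-5.39), Rgs8 (-5.25), Acer2 (-5.19) and Tex15 (-4.74). Serinc2, with 79, 245, 43 and 1 counts in wild type, Lyl1 KO, Scl KO and double KO, was at 0.0104 CPM in the double KO.

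Genes with a positive difference were Gzmb (8.45), Thy1 (7.61), Artn (7.02), Klhl30 (6.93), Car8 (6.46), Adm (5.98), Rnf152 (5.69), Ryr2 (4.48), Tnni3 (1.97) and Podxl (1.40). Cfap73, with 5, 1, 11 and 391 counts in the same order of groups, was at 4.21 CPM in the double KO.

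Several of these calls ended when 1 library was left out. For Gzmb the adjusted p was 0.723 without wild type 3 and 0.0561 without Lyl1 KO 1 (0.122 with no filter on low counts, 0.263 by limma-voom). For Cfap73 it was 0.224 without wild type 2 and 0.0535 without Lyl1 KO 1, and for Ryr2 0.058 without Lyl1 KO 1 and 0.0517 without Scl KO 1. Nfe2 was at 0.0549 without Lyl1 KO 1, 0.0527 without Scl KO 1 and 0.0547 without Scl KO 2. Gata1 was at 0.0603 without double KO 2, 0.0653 without Lyl1 KO 1, 0.0639 without Scl KO 1 and 0.0631 without Scl KO 2. Ikzf1 lost its call without double KO 2, Lyl1 KO 2, Lyl1 KO 3, Scl KO 1, Scl KO 2 or wild type 1 (up to 0.075), and Bcl11a without any of these, double KO 3 or wild type 3 (up to 0.0805). Tnni3 lost it without any library but Scl KO 2 and double KO 3 (up to 0.111), and Ifit2 without any but Lyl1 KO 2, Scl KO 3 and wild type 2 (up to 0.113). The adjusted p of Mpig6b was 0.0785 with no filter on low counts.

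The first pattern weighed is the content of the libraries, which are labelled as pools of embryos but in which megakaryocyte and platelet transcripts are among the most abundant. Whole-embryo RNA with added blood RNA as the main content is argued against, since 24% of the embryo tissue genes reached 1 CPM in any library. Wild type 3 had the most such genes, 23, and the other libraries had 8 to 15. A small share of embryo RNA stays open. Pools of embryos of both sexes are argued against as well, since 0 libraries held both Xist and Y-linked transcripts at 5 CPM or more. A preparation rich in megakaryocytes may account for the content, since the median embryo tissue gene was at 0.0268 CPM while the 20 megakaryocyte and platelet genes held 2.83% or more of the counts of each library. Whether it is a culture or a sorted fraction cannot be read from the counts. The embryonic day of the labels was not tested. Adult globins summed to 457 CPM in wild type and embryonic globins to 46.2 CPM. The immunoglobulin gene Ighg1 had 0, 185, 38 and 383 counts in wild type, Lyl1 KO, Scl KO and double KO. Igkv6-15, another such gene, had 3, 337, 2 and 322 counts. The levels of Tal1 (19.2% and 16.2% of wild type in the groups without Scl) go with the genotypes of the labels. Lyl1 was lower in the groups labelled as lacking it (48.5% and 46.5% of wild type). Its fall was called in the double KO against Scl KO but not in Lyl1 KO against wild type. These Lyl1 levels alone do not settle the Lyl1 genotype.

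The second pattern is that 9 of the 11 genes called in Lyl1 KO lie beside Lyl1, a share that depends on the method (17 of 103 by DESeq2's Wald test, 9 of 29 in the 6 libraries alone and 9 of 41 without wild type 3). The structure of the second principal component is argued against, since all 9 were still called with that component's side as a term. Sequence of another strain beside the targeted Lyl1 allele is a candidate explanation, since 8 of them had the same sign in the double KO against Scl KO, where Prdx2 had the opposite sign. Loss of Lyl1 acting on its neighbours cannot be told apart from it. The farthest called gene lay 1.84 Mb away, and loss of Lyl1 and its allele come together in every library.

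The third pattern is the fall of the megakaryocyte list in the double KO against Scl KO. The scaling of the libraries, which would move all 20 genes alike, is argued against as the whole cause. The 20 log2 changes ran from -3.06 to 0.39, and their SD was 3.05 times their median SE (0.81 against 0.27). Of these changes, 11 lay within 0.5 of their median. A lower share of megakaryocytes would move all 20 alike only if no other cells in the libraries expressed them. That was not tested, so the spread cannot decide on a lower share, which stays open. The other cell types moved apart as well, with a median of -0.25 (quartiles -0.46 and -0.03) for macrophage and 0.93 (0.77 and 1.20) for neutrophil genes. The list sum of double KO 3, the double KO library with Xist, lay -1.58 on the log2 scale from the Scl KO mean, and male Lyl1 KO 3 lay -0.1 from the other Lyl1 KO libraries, which goes against sex as the cause, but each rests on 1 library, so sex stays open, as does a loss of platelet gene activity.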

How the results depend on the processing

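The term for the side of the second principal component, the libraries of its positive side alone, the removal of X and Y genes and the removal of immunoglobulin genes were chosen after the data were seen. No call of a list, or of a gene named by the rule, reversed its direction. For the 412 calls of genes named by the rule, 6899 values over all settings stayed called and 599 did not. For 96 results of such genes that were not called, 1688 values stayed so and 43 became called. Over called and not called results together, 84 values could not be computed because the gene was not tested. For Lyl1 KO against wild type DESeq2's Wald test called 103 genes and the 6 libraries alone 29, and the number ran from 5 to 41 with 1 library left out. For Scl KO against wild type the Wald test called 1329, the term for the second component's side 1631 and the range was 388 to 955. For the double KO against Scl KO the 6 libraries alone gave 1742 and the range was 1645 to 3222. The interaction gave 2262 by the Wald test, 3199 with the side term and a range of 671 to 1925. Fewer libraries were fitted in the 6-library and left-out settings; for the others the cause was not tested. With an estimated correlation 4 of 34 list calls were left, each of the erythroid surface and membrane skeleton list, down, in Scl KO and double KO against wild type, double KO against Lyl1 KO and the interaction. Limma's fry, which asks whether a list changes at all, called 40 lists, 18 of the 34 among them, 33 of the 34 were called with DESeq2 size factors and 26 with globin genes left out, which leaves fewer lists to test. Without globin genes the macrophage list in Scl KO was still tested and lost its call (camera adjusted p = 0.0548). For Scl loss in the 2 Lyl1 backgrounds Spearman's rho was 0.453, r was 0.617 among genes of at least 1 CPM and ran from 0.424 to 0.501 with 1 library left out. For Lyl1 loss in the 2 Scl backgrounds rho was 0.038, r was 0.188 with the side term and the range was 0.173 to 0.319. Without X and Y genes the 6 counts were 11, 769, 5139, 2834, 5238 and 1418, without immunoglobulin genes 11, 792, 5311, 2957, 5452 and 1457, and by limma-voom 8, 735, 5150, 2934, 5379 and 1242. Libraries of the positive side alone gave 1008 (Scl KO), 5590 (double KO) and 3170 (double KO against Scl KO). The replicate numbers are not known to pair the libraries. Residuals of same-number pairs had a mean correlation of 0.139 (-0.043 to 0.441, 18 pairs) and 7 of 12 libraries correlated best with their own number. Pairs of other numbers had a mean of -0.067. Between Scl KO and double KO the same-number pairs were at 0.216, 0.15 and 0.441, and the others ran from -0.33 to 0.231. Pairs of replicate 1 ran from 0.033 to 0.264, of replicate 2 from -0.043 to 0.15 and of replicate 3 from 0.065 to 0.441. Cell division genes summed to 1240, 1024, 1249 and 1360 CPM in replicate 3 of wild type, Lyl1 KO, Scl KO and double KO. In replicates 1 and 2 they summed to at most 843 CPM. A batch shared by replicates of 1 number stays open, and the main fit holds no term for it. With the number as a block the counts were 16, 1226, 5970, 3722, 6043 and 2100, and Lyl1 was called in Lyl1 KO (0.0481). With it 3 list calls were not made: embryonic globins in Lyl1 KO (0.0936), macrophage in Scl KO (0.127) and cardiac muscle in the double KO against Scl KO (0.0552). Further lists were called (neutrophil in Scl KO, 0.0394; endothelial in the double KO against wild type, 0.038), and 7 list tests without a call changed direction. The depth leaves levels under 0.0936 to 0.131 CPM open. In the simulated data, with 200 genes changed, most changes of 1.5-fold were missed. The Benjamini-Hochberg cutoff depends on how many genes change. That share therefore cannot be carried to comparisons with many more calls, such as the double KO against Scl KO (2947). The share missed there was not tested.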

Other observations

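The test of the beta-globin region was chosen after its result was seen.

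Genes of the response to low oxygen moved in both directions in the double KO against Scl KO. Vegfa, a growth factor of vessels, rose by 1.52 ± 0.18 (30.5 to 87.5 CPM), Adm, which encodes adrenomedullin, rose by 4.67 ± 0.67 (0.373 to 9.64 CPM), and Stc2, a stanniocalcin, rose by 1.71 ± 0.31. Ndrg1 fell by 1.88 ± 0.23 (477 to 129 CPM). The hypoxia-inducible list had 8 members up and 5 down of 36 (9 and 5 adjusted over the list alone) and was not called as a set (camera adjusted p = 0.744). Of 23 genes of the integrated stress response 4 fell (4 adjusted over the list alone; camera adjusted p = 0.232), among them the factors Atf5 (-1.25 ± 0.13; 41.3 to 17.3 CPM) and Ddit3 (-1.09 ± 0.19), and Ppp1r15a (-0.79 ± 0.16), which ends the response. Cell division genes were not called as a set in any of the 6 comparisons (camera adjusted p from 0.63 to 0.972).

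In the double KO against wild type, vessel genes moved in both directions. Of 26 endothelial genes 3 rose and 11 fell (3 and 13 adjusted over the list alone; camera adjusted p = 0.13), and of 8 venous genes 1 rose and 4 fell (the same adjusted over the list alone; 0.319). Of 12 flow-responsive genes 4 rose and 2 fell (4 and 3 adjusted over the list alone; 0.351). Stab2, a scavenger receptor, rose by 3.41 ± 0.56 (7.46 to 78.7 CPM), and Lyve1, a lymphatic vessel receptor, fell by 3.10 ± 0.33 (17.9 to 2.09 CPM), as did Vegfc (-2.96 ± 0.26). The Notch ligand gene Jag2 rose by 1.94 ± 0.26, thrombomodulin (Thbd) by 1.39 ± 0.13 and the receptor gene S1pr1 by 1.84 ± 0.26. Of 14 genes of heme synthesis and iron import 3 rose, Alad (1.84 ± 0.20) among them, and 5 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.592). Of 24 p53 targets 4 rose, such as the death receptor gene Fas (1.18 ± 0.15) and the cell cycle inhibitor Cdkn1a (1.83 ± 0.38), and 2 fell, Mdm2 (-0.78 ± 0.12) among them (the same adjusted over the list alone; camera adjusted p = 0.592). Insig1, an inhibitor of sterol synthesis, rose by 1.80 ± 0.33, and the cholesterol synthesis list had 1 member up and 8 down of 19 (1 and 9 adjusted over the list alone; camera adjusted p = 0.205). Afp, a gene of yolk sac and liver, fell by 2.71 ± 0.26, the neuronal tubulin gene Tubb3 fell by 2.99 ± 0.48 and Nes, which encodes nestin, rose by 3.38 ± 0.63. Syna, a placental syncytin with 0 counts in wild type, had 43 counts in the double KO, at least 11.6-fold higher against a floor of 3 counts over the group.

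Most beta-globin genes, which lie together on chromosome 7, had higher fitted values in Lyl1 KO than in wild type (Hbb-y 2.12, Hbb-bt 1.80, Hbb-bs 1.16), except Hbb-bh1, at -1.05 and under 1 CPM in both groups. Within 10 Mb of Hbb-y, 3 of 158 genes other than globins were called in the 6 libraries alone (1.9%), against 12 of 14108 that lay elsewhere and not within 10 Mb of Lyl1 (0.085%; odds ratio 22.7, Fisher's exact p = 0.00055). With the genes beside Lyl1 counted as elsewhere, the odds ratio was 13.1 (Fisher's exact p = 0.00221). The 3 were Olfr552, Myo7a and Gm35082, named after their values were seen. In the fit of all 12 libraries the 11 called genes lay on chromosomes 8 and 1, so no gene of this region was called there. Sequence of another strain around the beta-globin cluster may account for part of this rise, but not every library goes with it. Olfr552 was at 16.2, 17.6 and 15.1 CPM in wild type and 22 CPM in Scl KO 2, and at most 0.595 CPM in the other 8 libraries. Hbb-y in Scl KO 2 (34.7 CPM) was near wild type (36.1, 35.9 and 60.5 CPM) and under the other Scl KO libraries (130 and 77.1 CPM), which goes with that explanation. Gm35082 does as well, at 3.14 CPM in Scl KO 2, 4.91, 4.84 and 4.23 CPM in wild type and 0 CPM in Scl KO 1 and 3. Trim34b, Trim21 and Trim12a, named after their values were seen, split the libraries as Olfr552 does. In wild type they were at 2.01 to 2.75, 18.1 to 29 and 9.66 to 11.8 CPM, and in Scl KO 2 at 2.46, 26.5 and 8.74 CPM. In the other 8 libraries Trim34b was at most 0.567 CPM, Trim21 at most 12.7 CPM and Trim12a at least 14.3 CPM. Hbb-bt in Scl KO 2 (84.5 CPM) was under Scl KO 1 and 3 (458 and 243 CPM), but also under wild type (234, 238 and 215 CPM). Myo7a in Scl KO 2 (49.1 CPM) lay between Scl KO 1 and 3 (22 and 32.8 CPM) and wild type (74.7, 68.3 and 88.7 CPM). Against that explanation, Hbb-bs was at 45.3 CPM in Scl KO 2 and at 12.6, 11.8 and 12.3 CPM in wild type. The double KO libraries, which lack Olfr552 as Lyl1 KO does, had 74.8, 66.3 and 9.64 CPM of Hbb-y and 181, 108 and 15 CPM of Hbb-bt, so such sequence alone leaves these levels unexplained.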
